# HDAC3 Knockdown Dysregulates Juvenile Hormone and Apoptosis-Related Genes in *Helicoverpa armigera*

**DOI:** 10.3390/ijms232314820

**Published:** 2022-11-26

**Authors:** Huimin Chang, Zhenlu Xu, Wenkang Li, Chenggu Cai, Wenjing Wang, Pengliang Ge, Xue Jia, Yingge Li, Tianze Ding, Wei Ma, Ali Mohammad Banaei-Moghaddam, Huijuan Mo, Maozhi Ren

**Keywords:** histone deacetylase 3, *H. armigera*, RNA interference, RGFP966, pupation, pest control

## Abstract

Insect development requires genes to be expressed in strict spatiotemporal order. The dynamic regulation of genes involved in insect development is partly orchestrated by the histone acetylation–deacetylation via histone acetyltransferases (HATs) and histone deacetylases (HDACs). Although histone deacetylase 3 (HDAC3) is required for mice during early embryonic development, its functions in *Helicoverpa armigera* (*H. armigera*) and its potential to be used as a target of insecticides remain unclear. We treated *H. armigera* with HDAC3 siRNA and RGFP966, a specific inhibitor, examining how the HDAC3 loss-of-function affects growth and development. HDAC3 siRNA and RGFP966 treatment increased mortality at each growth stage and altered metamorphosis, hampering pupation and causing abnormal wing development, reduced egg production, and reduced hatching rate. We believe that the misregulation of key hormone-related genes leads to abnormal pupa development in HDAC3 knockout insects. RNA-seq analysis identified 2788 differentially expressed genes (≥two-fold change; *p* ≤ 0.05) between siHDAC3- and siNC-treated larvae. Krüppel homolog 1 (Kr-h1), was differentially expressed in HDAC3 knockdown larvae. Pathway-enrichment analysis revealed the significant enrichment of genes involved in the Hippo, MAPK, and Wnt signaling pathways following HDAC3 knockdown. Histone H3K9 acetylation was increased in *H. armigera* after siHDAC3 treatment. In conclusion, HDAC3 knockdown dysregulated juvenile hormone (JH)-related and apoptosis-related genes in *H. armigera.* The results showed that the HDAC3 gene is a potential target for fighting *H. armigera*.

## 1. Introduction

Rapid advancements in biotechnological approaches have facilitated the application of genetic improvements to cope with pests and diseases. *H. armigera* Hübner (Lepidoptera, Noctuidae) is an omnivorous agricultural pest with a wide global distribution and more than 300 host species. It primarily harms crops such as cotton, corn, wheat, barley, tomato, green pepper, and melon, with massive losses to the agricultural economy [1]. Chemical pesticides, and the cultivation of transgenic plant lines expressing the *Bacillus thuringiensis* toxin, are two major strategies for controlling the pathogen. However, it has recently evolved resistance to chemical pesticides, and resistance genes associated with *B. thuringiensis* toxins have been detected in field populations, necessitating the development of novel pest control strategies [2].

In insects, double-stranded RNA (dsRNA) (first discovered in *Caenorhabditis elegans*) can be used to inhibit endogenous-gene expression [3], leading to phenotypic changes, which enables the study of gene function and the effects of gene deletion. DsRNA is widely applied in insect research, and dsRNA-based strategies are among the most common pest control methods [4]. Plant-mediated RNAi control of pests is considered as a novel and efficient strategy that is environmentally friendly and harmless to humans [5]. Small interfering RNA (siRNA), a type of dsRNA of 20–25 nucleotides, interferes with the transcription of genes with complementary nucleotide sequences, causing mRNA degradation and gene silencing [3,6]. It has advantages such as high specificity, efficiency, stability, heritability, and transferability. In *H. armigera*, however, dsRNA silencing of target genes is inefficient, primarily because Lepidoptera have relatively high levels of dsRNase activity, which can lead to dsRNA degradation more easily than siRNA [7,8]. In the case of *H. armigera*, therefore, it is more effective to select siRNA that specifically silences target genes. The level of gene silencing by RNAi varies with target genes and pests; consequently, selecting an appropriate target gene is challenging in pest control.

Precise regulation of gene expression is necessary for normal development and physiological function [9,10]. Histone acetyltransferases (HATs) and histone deacetylases (HDACs) maintain the dynamic balance of histone acetylation and deacetylation [11], participate in the regulation of chromatin compression, and control the assembly of the initiation complex on promoter DNA, affecting gene transcription [12,13]. HDACs belong to a class of epigenetic regulatory enzymes that reverse acetylation on the amino-terminal lysine residues of histones and restore their positive charge and intensify their tight entanglement with negatively charged DNA. Consequently, chromatin gets its dense and coiled structure, making it difficult for RNA polymerase to bind to gene promoters, thereby inhibiting gene transcription [14]. HDACs are divided into four families according to their structure, subcellular distribution, and enzymatic characteristics: Class I (HDAC1, HDAC2, HDAC3, and HDAC8), Class IIa (HDAC4, HDAC5, HDAC7, and HDAC9), Class IIb (HDAC6 and HDAC10), Class III (Sirt1-7), and Class IV (HDAC11) [15].

*HDAC3*, which differs from other class I HDACs, is the only one that functions by binding to the deacetylase-activating domain (DAD) of the NCoR (nuclear receptor co-repressor) and SMRT (silencing mediator of retinoic acid and thyroid hormone receptor) [12,16,17]. The NCoR/SMRT complex also contains TBL1X and TBL1XR1, which recognize histones and recruit the ubiquitination machinery and the 19S proteasome [18,19]. In cancer models, *HDAC3* are essential for the core regulation of transcription and cell proliferation [20]. *HDAC3* loss-of-function alleles are recessive lethal mutations during larval and pupal stages, accompanied by an increased expression of the pro-apoptotic gene HID, and play key roles in inhibiting apoptosis in *Drosophila* adult tissue [21]. In *Drosophila* S2 cells, RNAi-mediated *HDAC3* silencing results in cell-growth inhibition and abnormal expression of genes such as *sox14* and *eip74ef* [22]. In *Tribolium castaneum* larvae, RNAi-mediated *HDAC3* knockdown affects insect growth, development, and metamorphosis by altering histone acetylation levels, resulting in abnormal folding of adult wings [23], and the injection of dsHDAC3 causing significant larval and pupal mortality [24]. In *Aedes aegypti*, the knockout of four classes comprising 10 *HDAC*-homologous genes affected larval and pupal growth, and *HDAC3* knockdown increased apoptosis-related gene expression in the larval midgut, resulting in midgut damage, a severely abnormal phenotype, and 100% mortality [25].

Nonetheless, the function of *HDAC3* in *H. armigera* growth and development remains unclear. Therefore, in the present study, we analyzed its spatiotemporal expression in *H. armigera*. We further examined the effects of *HDAC3* loss-of-function by reducing *HDAC3* expression using of siRNA, and feeding larvae with RGFP966, a highly selective *HDAC3* inhibitor [26], on pupation, eclosion, egg laying, and hatching. RNA-seq analysis elucidated changes in gene expression associated with histone acetylation disturbances.

## 2. Results

### 2.1. Construction of HDAC3 Phylogenetic Trees

Based on human HDAC3 (GenBank: AAC98927.1) sequences, we searched the HDAC3 protein sequences from the NCBI database from 28 plants, 25 arthropods, and 31 (Table S1) vertebrate species (Figure 1A). Those vertebrates and arthropods were closely clustered in the same group while plant HDACs were closely clustered in one separate group. They mainly showed homology to the HDAC9 and HDAC19 and contained fewer HDAC3 sequences. These findings reveal that HDAC3 has evolved differently in plants, arthropods, and vertebrates.

To further interrogate the differences, we selected 10 sequences from each group (plants, arthropods, and vertebrates), and used DNAMAN 8.0 for sequence alignment. The alignment results were less consistent than expected. In particular, the HDAC3 sequence of *H. armigera* differed from those of other arthropods, being more similar to that of vertebrates (Figure 1B). The HDAC3 protein sequence of *H. armigera* has conserved sites that bind to Ins(1,4,5,6)P4 and SMRT-DAD [11], which are not found in other arthropods, but are widely present in vertebrates. Residues that mediate interaction with Ins(1,4,5,6)P4 and SMRT-DAD are highlighted in blue and red, respectively (Figure 1B). Consistent with our expectations, these findings indicate that the HDAC3 gene of *H. armigera* is evolutionarily clustered with those of arthropods, even though it has Ins(1,4,5,6)P4 and SMRT-DAD binding sites that are not found in those of other arthropods.

### 2.2. Analysis of HDAC3 Expression in Various Tissues and Developmental Stages

To examine *HDAC3* expression, we selected whole larvae at various instar stages (L1–L6), as well as eggs (EG), prepupae (PP), pupae (P), female adults (FA), and male adults (MA), along with head (H), integument (I), midgut (M), and Malpighian tubules (T) tissue from the instar stages 3–6 (Table S2). RT-qPCR revealed that *HDAC3* have the highest expression level in midgut of the 6th instar, pupae, and eggs (Figure 2A). As the 6th instar is larger and easier to inject, we selected it for siHaHDAC3 injection.

### 2.3. Subcellular HaHDAC3 Localization

To clarify *HDAC3* localization in Sf9 cells, we cloned the fusion protein GFP-*HDAC3* (KM983338.1) into a pFastBac baculovirus expression vector. Confocal laser scanning microscopy of the GFP-expressing control group cells revealed the fluorescence signal throughout the cells, whereas for the GFP-fused HaHDAC3-transfected cells, only the nucleus fluoresced (Figure 2B).

### 2.4. HDAC3 Is Required for Larval, Pupal, and Adult Survival

Newly molted 5th instar larvae (100 *H. armigera* larvae in each group) were fed an artificial diet without RGFP966 inhibitor (RGFP966 is a class of highly selective inhibitors that interfere with HDAC3 function [26]) (control; Figure 3A(i)), or containing 10 µM of RGFP966 for 48 h [27] (Figure 3A(ii)). The control group grew, pupated, and emerged normally, whereas the treatment group showed developmental retardation at all stages, with a total mortality rate of 67% (comprising 21% larval mortality, 19% pupal mortality, and 27% adult mortality) (Figure 3B). Out of the 33% surviving individuals, the adults (one female and one male) were raised in a plastic box, and their egg-laying and hatching rates were counted. The females in the control group laid an average of 150 eggs, whereas the surviving inhibitor-group female laid an average of 60 eggs (Figure 3C). Fifty eggs were selected from each group; after 4 d, the hatching rates were 82% in the control and 6% in the inhibitor group (most of the unhatched eggs were nonviable), which was significantly lower than that in the control group (Figure 3D). Therefore, RGFP966 significantly inhibited normal growth, pupation, eclosion, egg laying, and hatching in *H. armigera*.

To obtain siRNA sequences with better silencing efficiency, we designed five siRNA sequences based on the *H. armigera HDAC3* gene sequence and compared their silencing efficiency. The five siRNA sequences (siRNA-1–5) were entrusted to Shanghai Sangon Biotech for synthesis (Table S3). At 24 h after injection, siRNA-4 and siRNA-5 exhibited better silencing efficiency, with that of siRNA-5 being outstanding (Figure 3E).

Therefore, we selected siRNA-5 for injection experiment. Each 6th instar larva of new molting is injected with 3 µ L siRNA-5 with a concentration of 1 µ g/µ L (Figure 3A(iv)). In the control group (Figure 3A(iii)), following the injection with a sequence targeting a *C. elegans* gene (siNC) (Table S3), most of the larvae pupated and emerged normally, whereas those injected with siHDAC3 exhibited abnormal growth and development at the larval, pupal, and adult stages, leading to death. In the adults, the wings were abnormally folded, making them unable to fly normally, with a total mortality rate of 77% (comprising 28% larval mortality, 24% pupal mortality, and 25% adult mortality). In contrast, the control group exhibited 8% larval mortality (Figure 3B). This includes larval mortality due to mechanical damage during the injection process. The egg-laying and the hatching rates were determined according to the same method used in the inhibitor experiment. On average, the control group females laid 121 eggs (Figure 3C) with a hatching rate of 76% (Figure 3D), while those in the siHDAC3 injection group laid 41 eggs (Figure 3D), and the hatching rate was significantly lower, at 2% (Figure 3D). Hence, both siHDAC3 injection and RGFP966 consumption severely inhibited growth, metamorphosis, and egg development severely.

### 2.5. HDAC3 Knockdown Affects Histone H3 Acetylation

The total protein contents were isolated from the siHDAC3-treated final-instar larvae, and subjected to a Western blot assay, to determine *HDAC3* deacetylation targets. We evaluated the various lysine acetylation sites of histone H3 using Lys9, Lys14, Lys18, Lys27, and Lys56 specific antibodies. H3K9 acetylation was higher in siHDAC3-treated larvae than in the control (siNC-treated) larvae (Figure 4A,B).

### 2.6. Knockdown of HDAC3 Suppresses the Expression of Genes Involved in JH Action and Promotes the Expression of Genes to Apoptosis Pathway

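RNA-seq measures how many sequenced RNA fragments come from each gene. The 6 libraries analyzed here were 3 from larvae injected with siNC and 3 from larvae injected with siHDAC3. siNC is a small interfering RNA against a *C. elegans* gene and serves as the control, and siHDAC3 is the sequence named siRNA-5, directed against *HDAC3*. Newly molted larvae of the 6th instar received 3 µL at 1 µg/µL. The sample labels state that RNA came from whole insects. The paper names the NEBNext Ultra kit with 3 µg of RNA for library preparation, and the sample labels name a TruSeq kit with 1 µg. The time between injection and RNA collection for sequencing is not given in the sources used here.

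The authors deposited FPKM values, which are fragments scaled to gene length and library size, for 18203 genes. Of these, 1121 are transcripts outside the annotation. The aligner, the counting tool and the genome build are not given in the sources used here. FPKM multiplied by gene length was a whole multiple of 1 step per library for every value above 0, within a tolerance of 0.1 fragments, so the fragments behind each value and the divisor used by the authors were worked out. The siNC libraries held 11565408, 11970426 and 12389053 fragments on genes, with a median of 11970426. The siHDAC3 libraries held 10442400, 10811323 and 10084667, with a median of 10442400. The divisors ranged from 7751250 to 9717220 fragments for siNC and from 11829400 to 16787200 for siHDAC3. They differ from the sums of fragments, so the deposited values already include a scaling between libraries. One fragment on a gene of 1 kilobase equals between 0.0596 FPKM in siHDAC3 replicate 1 and 0.129 FPKM in siNC replicate 1. The 10 most abundant genes of each library took 25.1%, 28.2% and 28.4% of the fragments in siNC and 8.74%, 26.8% and 11.9% in siHDAC3. Counts differed far beyond sampling noise between replicates, with a chi-square per degree of freedom of at least 73.9 in every pair, so no library was counted as a copy of another.

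Genes with at least 0.5 FPKM in at least 3 of the 6 libraries were tested, 11093 in all. log2(FPKM + 1) was compared between groups with limma, with a variance trend on mean expression and Benjamini-Hochberg adjustment over all tested genes. Fold changes are on this scale, which understates the change of genes with low values. A gene was called at an adjusted p under 0.05 with any fold change, the threshold printed in Fig. 5B. The deposited table pairs no identifier with a gene name, and 1 identifier matched the reference gene table used here (assembly ASM3070526v1). The knockdown of *HDAC3* itself was therefore not analyzed here as a check of the libraries, and genes are given by the identifiers of the table. Coordinates are on the scaffolds of the table, and their genome build is not given in the sources used here.

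**Figure D1:**
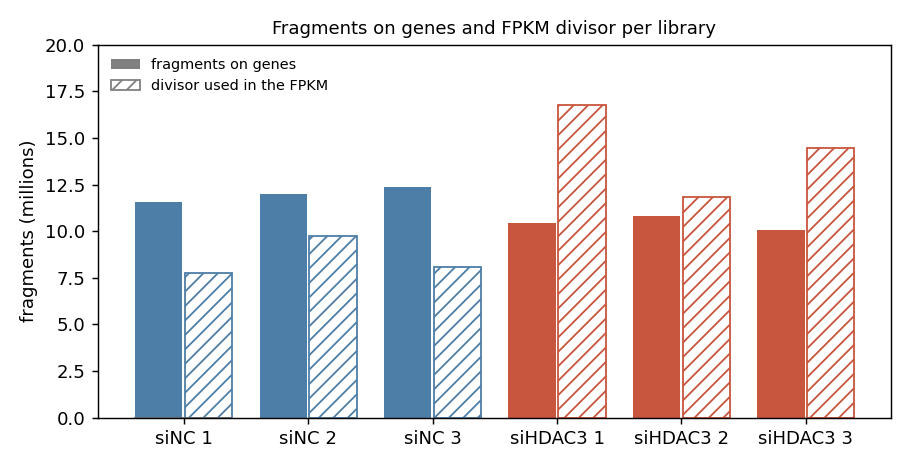
Fragments on genes (filled bars) and the divisor used in the FPKM (hatched bars) for each of the 6 libraries, siNC in blue and siHDAC3 in red. The sums lie between 10084667 and 12389053, and the divisors are below the sums in the 3 siNC libraries and above them in the 3 siHDAC3 libraries.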

To identify the effects of HDAC3 knockdown on related genes and pathways, we sequenced RNA isolated from *H. armigera* with HDAC3 knockdown and control. The overall pattern of normalized mean expression values of differentially expressed genes (DEGs) is represented as a heatmap (Figure 5A). 

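Of the 11093 tested genes, 448 were called higher and 1232 lower in siHDAC3 larvae than in siNC larvae (limma, Benjamini-Hochberg adjusted p under 0.05). In all 1680 called genes, the 3 siHDAC3 libraries lay entirely above or entirely below the 3 siNC libraries. Among all tested genes, 38.1% showed no overlap between groups, where chance gives 10%. The median size of the log2 change among called genes was 2.18. Scaling each library to its own sum of FPKM moved the number of higher genes most, to 2879, with 929 lower. Leaving out 1 library gave from 125 to 418 higher genes and from 663 to 1089 lower genes. The lowest numbers of both came without siNC replicate 3.

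Among called genes whose libraries did not overlap and whose higher group had a mean of at least 10 FPKM, HaOG213079 rose most. It lies on scaffold KZ149803.1 from 2284142 to 2289491. Its mean was 0.136 ± 0.158 FPKM in siNC (SD, n = 3) and 1126 ± 953 FPKM in siHDAC3 (SD, n = 3). The siNC libraries held 1, 4 and 0 fragments of this gene and the siHDAC3 libraries 716, 27941 and 30137. The log2 change was 8.65 (standard error 1.49, adjusted p = 0.0127 from limma), and without siNC replicate 3 the adjusted p was 0.0556. It was also not called by limma voom on the fragments, with an adjusted p of 0.227 with the deposited divisors and 0.0888 with summed library sizes. Over all alternatives the adjusted p was between 0.000182 and 0.227. HaOG208600, on scaffold KZ149826.1 from 1021768 to 1024777, rose from 0.179 ± 0.054 to 172.1 ± 74.9 FPKM (SD, n = 3 each). Its log2 change was 7.08 (standard error 0.40, adjusted p = 0.000311 from limma). The largest fall was that of HaOG200570, on scaffold KZ149821.1 from 811108 to 813481, from 8398 ± 3836 FPKM in siNC to 0.228 ± 0.395 in siHDAC3 (SD, n = 3 each). Only siHDAC3 replicate 1 held fragments of it, 10 in number, against 33816 to 74544 in the siNC libraries. The log2 change was -12.65 (standard error 0.45, adjusted p = 6.3e-05 from limma). HaOG211162, on scaffold KZ149837.1 from 415397 to 417389, fell from 15974 ± 3350 to 3.10 ± 2.04 FPKM (SD, n = 3 each), a log2 change of -12.06 (standard error 0.45, adjusted p = 6.88e-05 from limma). An exact permutation test of 3 against 3 libraries cannot give a p below 0.1, which each of these genes reaches.

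**Figure D2:**
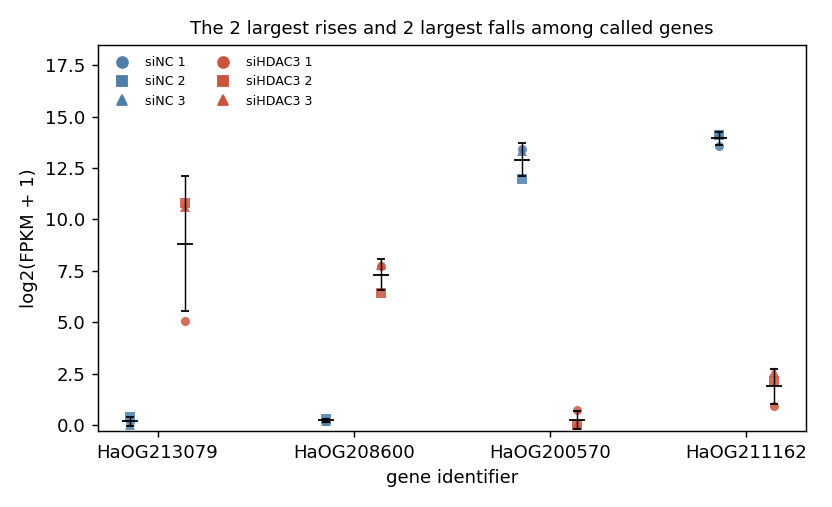
log2(FPKM + 1) in each of the 6 libraries for the 2 genes with the largest rise and the 2 with the largest fall, siNC in blue and siHDAC3 in red, with group means and SD in black. The siHDAC3 libraries of HaOG213079 lie between 32.1 and 1777 FPKM, the widest spread of the 4 genes on this scale.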

The differential gene expression analysis of RNA-seq data identified 1005 upregulated and 1783 downregulated genes in HDAC3 knockdown larvae compared to their expression levels in control larvae treated with siNC (Figure 5B; red and green dots in the volcano plots, respectively). These findings reveal significant differences in gene expression patterns between the treatment and control groups. 

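Between every 2 libraries, the Spearman correlation of FPKM across the 11093 tested genes was computed. Within siNC it was between 0.873 and 0.911, and within siHDAC3 between 0.821 and 0.901. Between a siNC and a siHDAC3 library it was between 0.607 and 0.772, with a median of 0.688. Every correlation within a group was thus higher than every correlation between groups, by at least 0.0482. The nearest pair across groups was siNC replicate 2 and siHDAC3 replicate 2. These are correlations across genes, which are not independent replicates, and no test was made of them. With genes of low values included, the distance between the lowest correlation within groups and the highest between groups narrowed to 0.0161. The first principal component of log2(FPKM + 1) held 66.1% of the variance. It placed the siNC libraries at -102.3, -56.8 and -84.8 and the siHDAC3 libraries at 91.4, 69.0 and 83.5. The second component held 13.2% and set siHDAC3 replicates 1 and 2 apart.

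**Figure D3:**
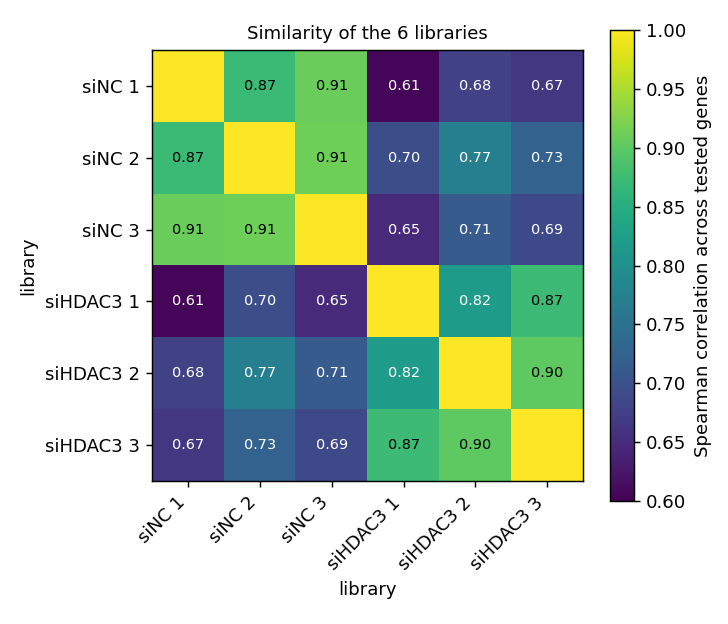
Spearman correlation across tested genes between every 2 of the 6 libraries, by color and printed value. The pairs within a group lie at 0.821 or above and the pairs between groups at 0.772 or below.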

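Fig. 5C labels 19 genes by the identifiers of the deposited table, besides Kr-h1, which was not matched to an identifier here. In all 19, every siHDAC3 library had a higher FPKM than every siNC library. Of the 18 that passed the filter on low values, 17 were called higher in siHDAC3 larvae by limma with adjustment over all tested genes. Adjusted over the list alone, 18 were called, which is not independent evidence because the paper chose the genes on these libraries. The log2 change of the 18 genes was between 1.19 and 4.68, with a median of 2.48 and standard errors from 0.23 to 0.71. The largest on this scale was that of HaOG215985, on scaffold KZ149806.1 from 2488495 to 2493101. This gene rose from 76.0 ± 55.2 FPKM in siNC to 1602 ± 422 in siHDAC3 (SD, n = 3 each). Its log2 change was 4.68 (standard error 0.62, adjusted p = 0.00525 from limma). With a pseudocount of 0.1, the change of HaOG201522 was larger, 5.17 against 4.70. The smallest log2 change in the main fit was that of HaOG201382, on scaffold KZ149798.1 from 2716472 to 2719903. This gene rose from 14.1 ± 0.899 to 34.6 ± 10.6 FPKM (SD, n = 3 each), a log2 change of 1.19 (standard error 0.29, adjusted p = 0.0423 from limma).

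HaOG215799, on scaffold KZ149876.1 from 525877 to 571000, was not called (log2 change 2.31, standard error 0.63, adjusted p = 0.0535 from limma). It had 0.213 ± 0.0695 FPKM in siNC and 6.87 ± 6.93 in siHDAC3 (SD, n = 3 each), and its siHDAC3 libraries were at 14.7, 1.66 and 4.21 FPKM. HaOG216055, on scaffold KZ149879.1 from 63941 to 75261, did not pass the filter. Its siNC libraries held 0, 3 and 2 fragments and its siHDAC3 libraries 463, 10 and 161. The number of called genes was 15, 14 and 13 without siNC replicate 1, 2 and 3, and 16, 18 and 14 without siHDAC3 replicate 1, 2 and 3. The calls lost in this way were those of HaOG211565, HaOG209406, HaOG201584 and HaOG201382.

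**Figure D4:**
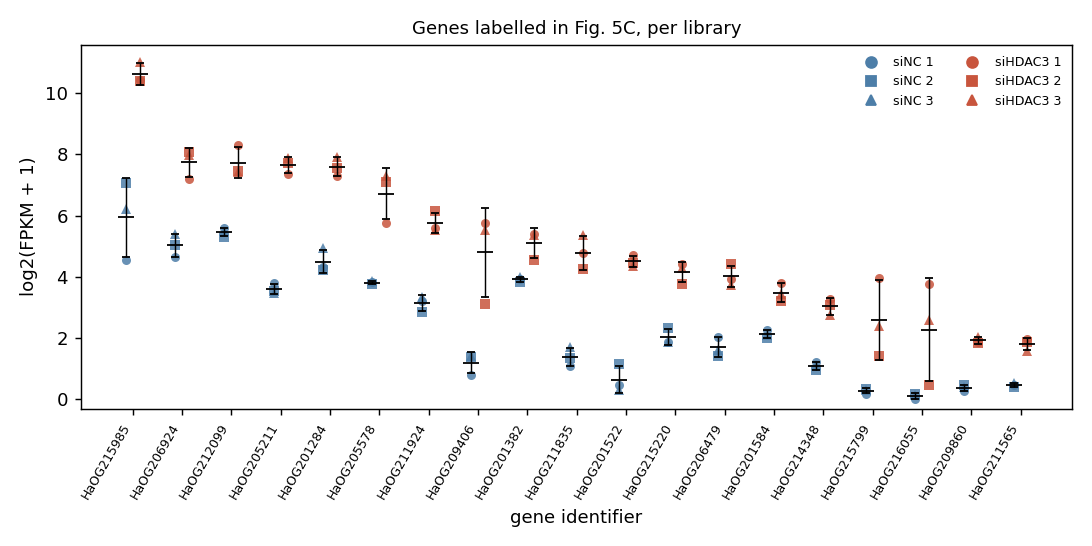
log2(FPKM + 1) in each of the 6 libraries for the 19 genes labelled in Fig. 5C, siNC in blue and siHDAC3 in red, with group means and SD in black, ordered by mean FPKM in siHDAC3. In all 19 genes the red points lie above the blue points.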

Twenty genes (Table S2) with upregulated expression in RNA-seq results were selected for verification of RNA-seq data DEG predictions by RT-qPCR. Seventeen out of 20 genes tested showed an increase in their mRNA levels in HDAC3 knockdown larvae when compared to those in control siNC-treated larvae (Figure 5C). Notably, Kr-h1, a 20-hydroxyecdysone-dependent transcription factor with the ability to regulate larval metamorphosis development [28], was among the genes upregulated by the *HDAC3* knockdown.

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed that genes involved in the Hippo, MAPK, and Wnt signaling pathways were significantly enriched in *HDAC3*-knockdown samples (Figure 5D). Hippo signaling has emerged over the last decade as a major determinant of organ growth. Its role in growth control and tumorigenesis was first identified in *Drosophila* [29,30]. WEGO (Web Gene Ontology Annotation plot) showed enrichment of terms involved in the amino sugar metabolic process and cellular macromolecule catabolic process in the HDAC3 knockdown of insects (Figure 5E). Therefore, the *HDAC3* knockdown might induce apoptosis-related gene expression, resulting in larval death and abnormal development.

## 3. Discussion

The HDAC3 sequence alignment results reveal that HDAC3 in *H. armigera* differs from that of other arthropods, being more similar to that of vertebrates, retaining the residues of the interaction between HmHDAC3 and Ins(1,4,5,6)P4 and NCoR. As one of the many molecules recruited by the NCoR/SMRT complex, the catalytic function of HDAC3 needs to interact with the conservative domain of NCoR and SMRT proteins, which is called the deacetylase activation domain (deacetylase-activating domain, DAD) binding [17]. This domain is the key region in which NCoR/SMRT activates HDAC3 activity. There is a necessary Ins(1,4,5,6)P4 exist in HDAC3 and NCoR/SMRT complex, Ins(1,4,5,6)P4 acts as “intermolecular glue” to stabilize the interaction between HDAC3 and DAD by forming hydrogen bonds and salt bridges between two proteins. SMRT-DAD and Ins(1,4,5,6)P4 are necessary to activate the function of the HDAC3 enzyme [11]. HDAC3 is unstable without interaction with NCoR or SMRT [31]. The expression of both positively and negatively regulated genes by thyroid hormone (TH) in vivo is modulated by NCoR interaction with HDAC3 [32]. Previous studies demonstrated that the HDAC1/SIN3 multiprotein complex regulates the expression of Kr-h1 [23]. Further research on the NCoR-HDAC3 complex is needed to determine the gene regulatory mechanism of HDAC3.

Our studies reported that *H. armigera* HDAC3 is expressed during all developmental stages, and the highest mRNA levels were detected in 6th instar midgut (Figure 2A), As the 6th instar is larger and easier to inject, we selected it for siHDAC3 injection. The expression of HDAC3 in pupa and eggs is also relatively high, which indicates that HDAC3 plays an important role in the pupa and egg stages. The subcellular localization results showed that HDAC3 was localized in the nucleus. HDAC3 was a well-studied epigenetic factor, located on the mitotic spindle, which was necessary for the proliferation of neural stem cells, the G2/M phase of the mouse cell cycle that knocks out HDAC3 is blocked [33,34]. Our Western blot results showed that RNAi-mediated knockdown of HDAC3 results in an increase in acetylation of Histone H3K9 in *H. armigera* (Figure 4A). Similarly, in the Saccharomyces cerevisiae HDAC1 and RPD3 disruptions result in histone H3 hyperacetylation, especially at H3K9 and H4K12 [35]. Hyperacetylation of Lys-9 in histone H3 near the growth-differentiation factor 11 (gdf11) promoter was caused by being treated with HeLa cells with TSA or silencing of HDAC3 expression by small interfering RNA [36].

Knockout of HDAC3 gene from *A. aegypti* larvae increased the expression of apoptosis-related genes in the midgut and damaged the midgut, resulting in 100% mortality [25]. After knocking out the HDAC3 of *T. castaneum*, significant mortality was observed in the larval and pupa stages [24], some HDAC3 gene knockout larvae experience pupation, but the pupae show defects, especially the abnormal folding of wings [23]. In the *Gnatocerus cornutus*, RNAi-mediated HDAC3 knockdown caused a reduction in hind wing size [37]. One of the main results of this study is that HDAC3 is necessary for the normal development of larvae, pupae and adults of *H. armigera*. Treatment with HDAC3 siRNA and RGFP966, a HDAC3 inhibitor, increased mortality at each growth stage and affected metamorphosis, causing abnormal pupation, abnormal wing development, and reduced egg laying and hatching. Transcriptomic analysis revealed that HDAC3 knockdown dysregulated JH and 20-hydroxyecdysone (20E) genes. For instance, it significantly upregulates Kr-h1, Broad Complex (Br-C), and Ecdysone-induced protein 78C (E78). Kr-h1 has been known as a JH-early inducible gene responsible for the repression of metamorphosis, the expression of BR-C is induced by molting hormone 20E, and this induction is repressed by JH [28]. In *H. armigera*, the correct expression of Kr-h1 and Br-C is needed for larval-pupal-adult metamorphosis [38]. Knockdown of either Kr-h1 in *Pyrrhocoris* larvae causes precocious development of adult color patterns, wings, and genitalia [39]. Upon pupation, both BR-C and Kr-h1 are naturally downregulated by the absence of JH to allow adult development [40,41,42,43]. Based on these data, we believe that the misregulation of key hormone-related genes leads to abnormal pupa development in HDAC3 knockout insects. In general, histone acetylation and deacetylation in the promoter region are associated with transcriptional activation and transcriptional inhibition, respectively [44]. Interestingly, differential gene expression analysis of sequences of RNA isolated from siHDAC3 and siNC-treated larvae identified 1005 upregulated, and 1783 downregulated. These data indicate that HDAC3 is involved in the inhibition of gene expression in *H. armigera* larvae. 

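Of the 1680 genes called in the libraries of these larvae, 26.7% were higher in siHDAC3 than in siNC. This share depends on single libraries and on the scaling between libraries. With 1 library left out it was between 15.9% and 28.0%, the lowest without siNC replicate 3. With the deposited FPKM, the median log2 change of all tested genes was -0.02. With the libraries brought to a common median of ratios, 454 genes were called higher and 1208 lower, a share of 27.3% higher. With quantile normalization, 1008 were higher and 1017 lower, a share of 49.8%, and the median log2 change of all tested genes was 0.27. With each library scaled to its own sum of FPKM, that median was 0.72 and the share of higher genes was 75.6%. Of the 1232 genes called lower, 868 were also called lower when scaled to the sum. Genes with no fragment in one group and at least 10 in every library of the other do not depend on scaling. Of these, 129 had no fragment in siHDAC3 and 6 had none in siNC. With 1 library left out, which makes this easier to meet, the 129 became 134 to 192. The 6 became 13, 16 and 12 without siNC replicate 1, 2 and 3, and 32, 27 and 7 without siHDAC3 replicate 1, 2 and 3. A group without a fragment allows up to 3 fragments in all, so the 129 genes were at least 24.1-fold to 11117-fold lower in siHDAC3, with the deposited divisors. These limits cover counting error only.
The paper gives the general link of histone deacetylation in promoter regions with transcriptional inhibition. It then gives the numbers of genes changed in each direction. It reads these data as pointing to an involvement of HDAC3 in inhibiting gene expression in the larvae.

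**Figure D5:**
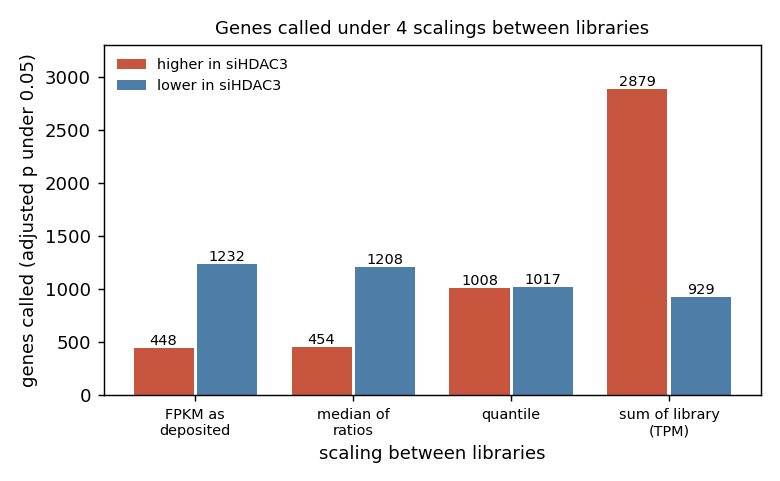
Number of genes called higher (red) and lower (blue) in siHDAC3 at an adjusted p under 0.05 from limma, under 4 scalings between libraries. The higher genes number 448, 454, 1008 and 2879 from left to right, and the lower genes 1232, 1208, 1017 and 929.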

Maintaining the balance between acetylation and deacetylation of histone and non-histone is essential for the healthy growth of cells. Loss of HDAC3 leads to the inhibition of cell growth and overexpression of genes involved in lipid metabolism, DNA replication, cell cycle regulation, and signal transduction [22]. Histone acetyltransferase and deacetylase control cell proliferation and differentiation [11].

Recently, functional genomics has facilitated the comprehensive study of physiological function in key pest genes, via the application of RNA interference (RNAi), whereby gene expression is downregulated using exogenous double-stranded RNA (dsRNA) [5]. Feeding with dsRNA could complement dsRNA injection for systemic gene silencing and reduce mortality and injection-induced damage [45]. Western corn rootworm larval mortality was high after feeding on transgenic maize plants expressing dsRNA against a western corn rootworm target gene [46]. In *H. armigera*, cytochrome *P450* gene silencing via transgenic plant-mediated RNAi impaired larval tolerance to a gossypol-containing diet. Further, the production of intact and long dsRNA strands by plants can inhibit gene expression in insects [47]. For *H. armigera*, although growth was inhibited, the method did not achieve pest control and high mortality. Based on recent research, dsRNA produced by *H. armigera* after feeding on transgenic plants is rapidly degraded in the intestinal fluid, whereas siRNA is relatively stable in the digestive system; in lepidopteran insects, siRNAs may be more effective than dsRNAs in triggering RNAi [7]. Therefore, the findings could optimize plant-mediated RNAi pest-control strategies. Furthermore, the results enhance our understanding of how RNAi participates in controlling lepidopteran pests, as well as a theoretical basis for constructing transgenic plants that silence the genes of lepidopteran pests.

In summary, *HDAC3* loss-of-function increased *H. armigera* mortality at each growth stage, and affected its metamorphosis and development, causing difficulty in pupation, abnormal wing development, and reduced egg laying and hatching. RNA-seq analysis of differential gene expression following *HDAC3* knockdown revealed dysregulation of genes related to 20-hydroxyecdysone and apoptosis. These findings indicate that *HDAC3* plays key roles in *H. armigera* growth, metamorphosis, and egg laying. *HDAC3* has been considered a good target and potential candidate for bio-based insecticide discovery. Therefore, the application of *HDAC3* for RNAi control in *H. armigera* opens the door to experiments with other members of the histone deacetylase family.

## 4. Materials and Methods

### 4.1. Phylogenetic Tree Construction and Sequence Alignment

A BLAST search (https://www.ncbi.nlm.nih.gov, accessed on 21 July 2021) using protein sequences homologous to human HDAC3 (GenBank: AAC98927.1) against plants, arthropod, and vertebrate sequences returned 28, 25, and 31 sequences (GenBank numbers are provided in Table S1), respectively, which were used to construct a phylogenetic tree. Amino acid sequences were aligned using MUSCLE in MEGA-X (Mega Limited, Auckland, New Zealand) [48]. A rootless maximum likelihood phylogenetic tree was constructed (1000 bootstrap iterations), and was visualized using iTOL (https://itol.embl.de, accessed on 15 November 2021). DNAMAN 8.0 (Lynnon Biosoft, San Ramon, CA, USA) was used to align 10 sequences selected from different clusters.

### 4.2. Insect Rearing and Feeding Experiments

Insect larvae and adults were cultured at 26 ± 1 °C, with a relative humidity of 60 ± 10% and a 16:8 h (light: dark) light cycle. The larval feed contained 33 g casein, 33 g D-glucose, 28 g wheat germ, 9 g Wesson salt mix, 5 g L-ascorbic acid, 4.7 g cellulose powder, 4.7 g sodium alginate, 1.8 g cholesterol, 1.5 g methyl paraber, 0.5 g sorbic acid, 1.1 g choline chloride, 2 g Vanderzant vitamin mixture, 0.5 g streptomycin, and 26 g Bacto Agar, and was added to 1 L water, stirred evenly, and boiled for 5 min. The feed was changed daily until pupation, and the adults were fed a 10% sucrose solution. Inhibitor-containing feed formulation: Add to feed with 1 μL/g RGFP966.

### 4.3. Analysis of HaHDAC3 Expression and Localization in Sf9 Cells

The GFP-*HDAC3* and GFP genes were cloned into a pFastBac baculovirus expression vector to identify the location of *HDAC3* in Sf9 cells. Construction vectors were generated using Phanta Max ultra-fidelity DNA polymerase (cat. no. P515-01; Vazyme, Nanjing, China) and verified via DNA sequencing. After fully mixing the constructed vector and transfection reagent, they were transfected into the Sf9 cell line, which was then cultured in a ESF 921 serum-free medium (Expression Systems, Davis, CA, USA) for 3–5 d. The slides containing the Sf9 cells were immersed in the culture plate with Phosphate-buffered Saline (PBS) thrice for 3 min each time. The slides were then fixed with 4% paraformaldehyde for 15 min, and were again immersed thrice for 3 min each time in PBS (containing 0.5% Triton X-100 permeabilized at room temperature [22–26 °C] for 20 min). The slides were again immersed in PBS three times for 3 min each time, blotted dry with absorbent paper, and the normal goat serum was added dropwise. The slides were then blocked at room temperature for 30 min. The blocking solution was absorbed using absorbent paper. Afterward, the appropriate quantity of the diluted primary antibody was dropped onto each slide, and the slides were placed in a wet box and incubated 12–14 h at 4 °C. The slides were then immersed in poly-butylene succinate-co-terephthalate (PBST) three times for 3 min each time, and were dried using absorbent paper. The diluted fluorescent secondary antibody was added dropwise, and the slides were incubated at 28–32 °C for 1 h in a wet box, washed thrice in PBST for 3 min each time, and then DAPI was added dropwise. The slides were incubated in the dark for 5 min, and were stained. Excess DAPI was washed off with PBST four times for 5 min each time. The slides were dried again using absorbent paper, and were sealed with an anti-fluorescence quencher. Images were obtained using a confocal laser scanning microscope (LSM 880, Carl Zeiss, Oberkochen, Germany).

### 4.4. Expression Pattern Analysis

RNA was extracted from tissue samples using a FastPure Cell/Tissue Total RNA Isolation Kit (Vazyme) according to the manufacturer’s instructions. One microgram of RNA was reverse transcribed into cDNA using the HiScript III 1st Strand cDNA Synthesis Kit (+Gdna wiper) (Vazyme), according to the manufacturer’s instructions. RT-qPCR analysis was performed using SYBR Green on a LightCycler 480 (Roche Diagnostics GmbH, Mannheim, Germany) (Table S2). The 20 μL reaction system comprised 2 μL (100 ng) cDNA, 0.4 μL forward primer (10.0 μmol/L), 0.4 μL reverse primer (10.0 μmol/L), 10 μL 2× ChamQ Universal SYBR qPCR Master Mix, and 7.2 μL nuclease-free water. The reaction program was as follows: 95 °C for 30 s; 40 cycles of 95 °C for 10 s, and 60 °C for 30 s. *HDAC3* expression was analyzed using the 2^−ΔΔCT^ method [49] using *RPS15* (GenBank: XM-021326200.1) as an internal control. Mean ± SE (n = 4) is shown. The significant differences were determined by *t*-tests (* *p* < 0.05, ** *p* < 0.01).

### 4.5. Small Interfering RNA (siRNA) Synthesis and Microinjection

Five HaHDAC3 (KM983338.1) siRNAs were designed using the GenScript tool (https://www.genscript.com/tools/sirna-target-finder accessed on 12 February 2022), and together with a *C. elegans* targeting siNC gene sequence (siRNA sequence information in Table S3), were entrusted to Sangon Biotech (Shanghai, China) for synthesis. Just-molted final-instar larvae were injected with siRNA using a microsyringe at 1 µg/µL (injection volume 3 µL) [23].

### 4.6. Protein Extraction

Total lysates were obtained via lysis in RIPA buffer with protease inhibitors for 30 min on ice. Cells were lysed in hypotonic lysis buffer containing 10 mM HEPES, 10 mM KCl, 1.5 mM MgCl, 0.5 mM dithiothreitol, and protease inhibitors. Afterward, 0.2 M H_2_SO_4_ was added, and the lysates were incubated at 4 °C for 30 min. After spinning, the proteins in the supernatant were precipitated using 33% trichloroacetic acid, washed with acetone, and resuspended in ddH_2_O. The protein extract was quantified using the BCA method [50].

### 4.7. Western Blot Analysis

The proteins were post-translationally modified by acetylation, which was detected using Acetylated-Lysine (Ac-K2-100) MultiMab^TM^ Rabbit mAb mix (Cell signaling #9814). Various lysine acetylation sites of histone H3 were detected by using histone H3 antibody sampler kits #9927 (Cell Signaling, Danvers, MA, USA) including Lys9, Lys14, Lys18, Lys27, and Lys56 specific antibodies. The band density was measured by Image-J software and normalized with the loaded control protein, β-Actin. Anti-rabbit IgG, HRP-linked antibody (Cell signaling #7074) was used for chemiluminescence detection.

### 4.8. Transcriptome Analysis

Total RNA was extracted from the siHDAC3 and siNC groups. The samples were subjected to gel electrophoresis, and transcriptome sequencing was performed at Beijing Nuohe Zhiyuan Technology Co. Ltd. (Beijing, China). The total RNA content of each sample is 3 micrograms, which is used as the input material for the preparation of RNA samples. Use the NEBNext^®^Ultra™RNA Library Prep Kit for Illumina ^®^to generate a sequencing library (NEB, Ipswich, MA, USA) and add the index code to the attribute sequence of each sample. TruSeq PE cluster toolkit v3-CBOT-HS (Illumina, San Diego, CA, USA) is a sample of cluster indicator coding used on the CBOT cluster generation system Raw Illumina reads have been deposited into NCBI’s (accession number: GSE215090) The gene ontology (GO) of DEG was condensed and analyzed by GO seq R software, and the gene length deviation was corrected. The GO term whose correction p is less than 0.05 is considered to be significantly rich in DEG. The statistical enrichment degree of DEG in the KEGG pathway was determined by using KEGG orthodontic marking system software.

## Figures and Tables

**Figure 1:**
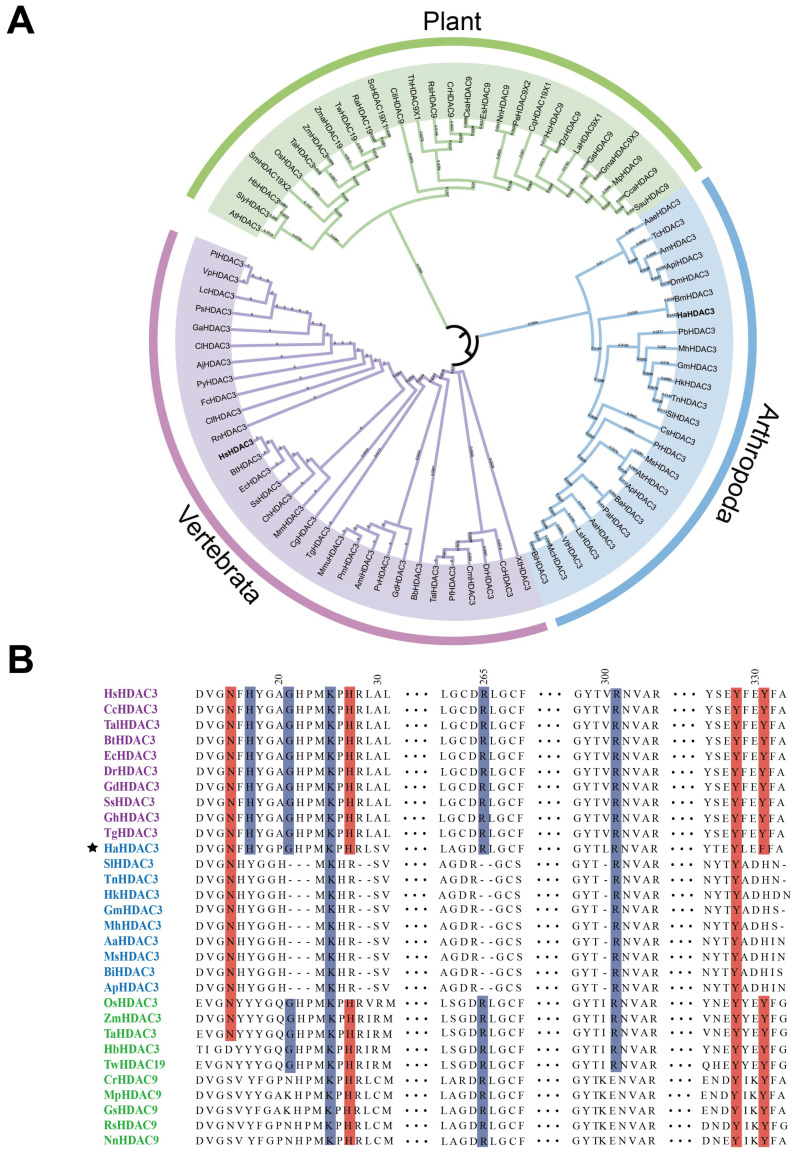
Phylogenetic analysis and sequence alignment of *HDAC3* in various species. (**A**) *HDAC3* protein sequences of various plants, arthropods, and vertebrates were aligned, and an NJ phylogenetic tree was constructed using MEGA-X. We used a bootstrap method with 1000 iterations to test the tree. (**B**) Ten sequences from each group (plants, arthropods, and vertebrates) were further analyzed. Residues that mediate interaction with Ins(1,4,5,6)P4 and SMRT-DAD are highlighted in blue and red, respectively. The star marks the *H. armigera*.

**Figure 2:**
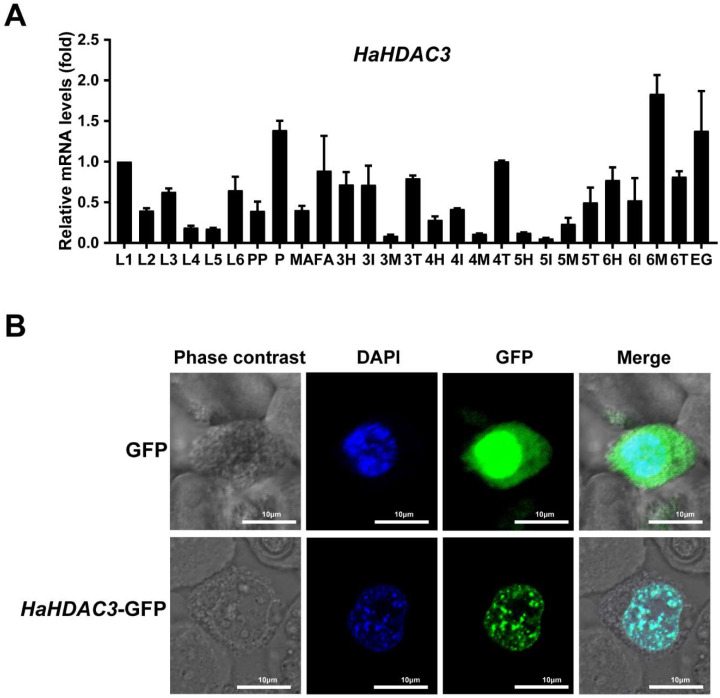
Spatial and temporal expression level and subcellular localization of *HDAC3* in *H. armigera*. (**A**) Larval stage (L1–L6), eggs (EG), prepupae (PP), pupae (P), female adults (FA), male adults (MA), head (H), integument (I), midgut (M), and malpighian tubules (T) (the numbers indicate the instar stages that used for sampling). Total RNA isolated from a pool of two larvae for each replication was converted to cDNA, and RT-qPCR was used to determine *HDAC3* mRNA relative expression. The mean ±SE (n = 4) is shown. (**B**) HaHDAC3 was transiently expressed in Sf9 cells to determine its subcellular localization. The green color shows the fluorescent signal of GFP expression. After staining with 4,6-diamidino-2-phenylindole (DAPI), the chromosome fluoresced blue, revealing the nuclear localization of HaHDAC3.

**Figure 3:**
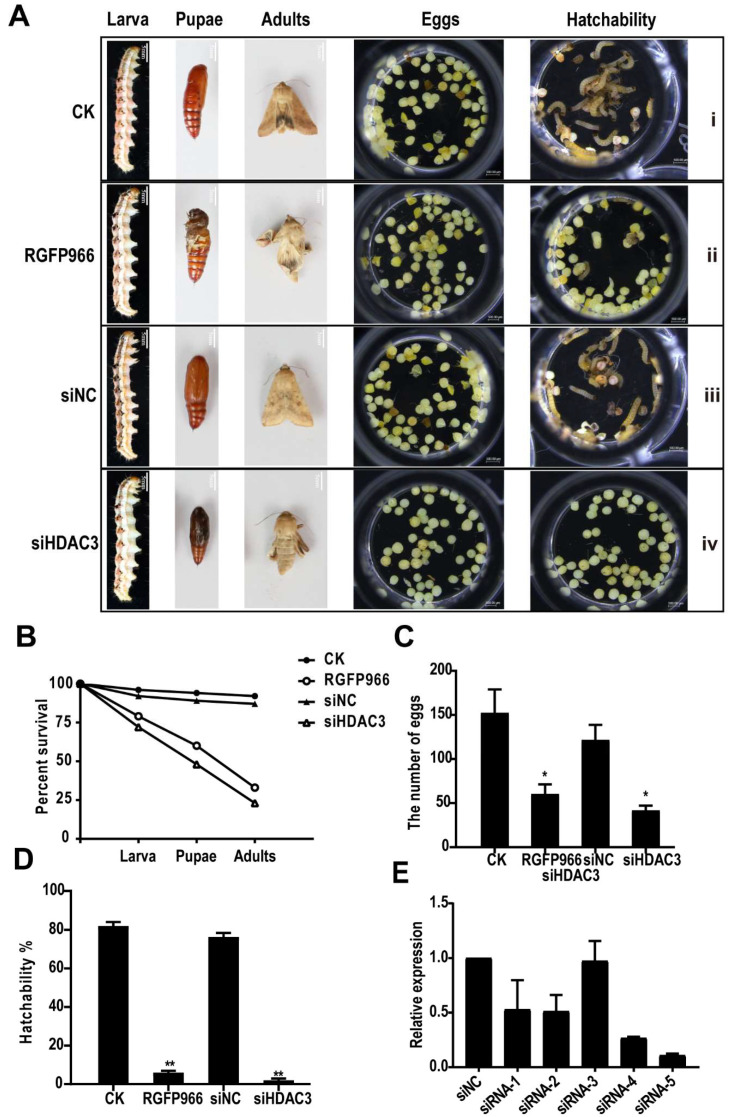
Phenotypes and mortality caused by *HDAC3* knockdown in *H. armigera*. (**A**) Phenotype at different developmental stages (pupal, adult, spawning, and hatching) after treatment. (i). Newly molted 5th instar larvae fed an artificial diet. (ii). Freshly molted 5th instar larvae fed an artificial diet containing 10 µM RGFP966, an *HDAC3*-inhibitor. (iii). Treatment of newly molted 6th instar larvae with siNC. (iv). Newly molted 6th instar larvae treated with siHDAC3. (**B**) Treatment lethality in larvae, pupae, and adults. Treatment effects on (**C**) the egg laying number, and (**D**) the hatching rate. (**E**) siRNA silencing efficiency (*t*-tests; * *p* < 0.05, ** *p* < 0.01).

**Figure 4:**
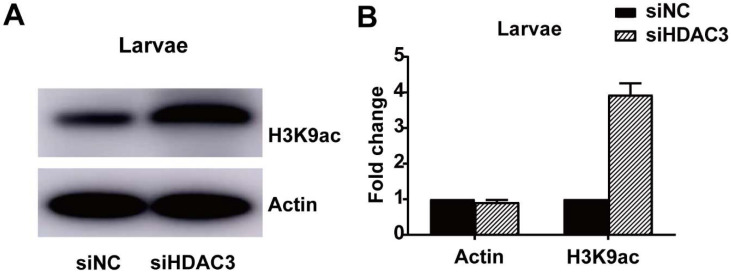
*HDAC3* knockdown affects H3 histone acetylation in *H. armigera*. (**A**) Total protein content was extracted from siHDAC3 and siNC-injected larvae, separated on SDS-PAGE gels, subjected to immunoblotting, and hybridized with an acetyl histone H3-recognizing antibody. β-Actin protein served as a control. HRP-linked IgG was used as secondary antibody. Histone H3K9 lysine acetylation was elevated in *HDAC3*-knockout larvae. (**B**) H3K9 levels were normalized against those of the loading control protein, β-actin. Band intensity was determined using ImageJ.

**Figure 5:**
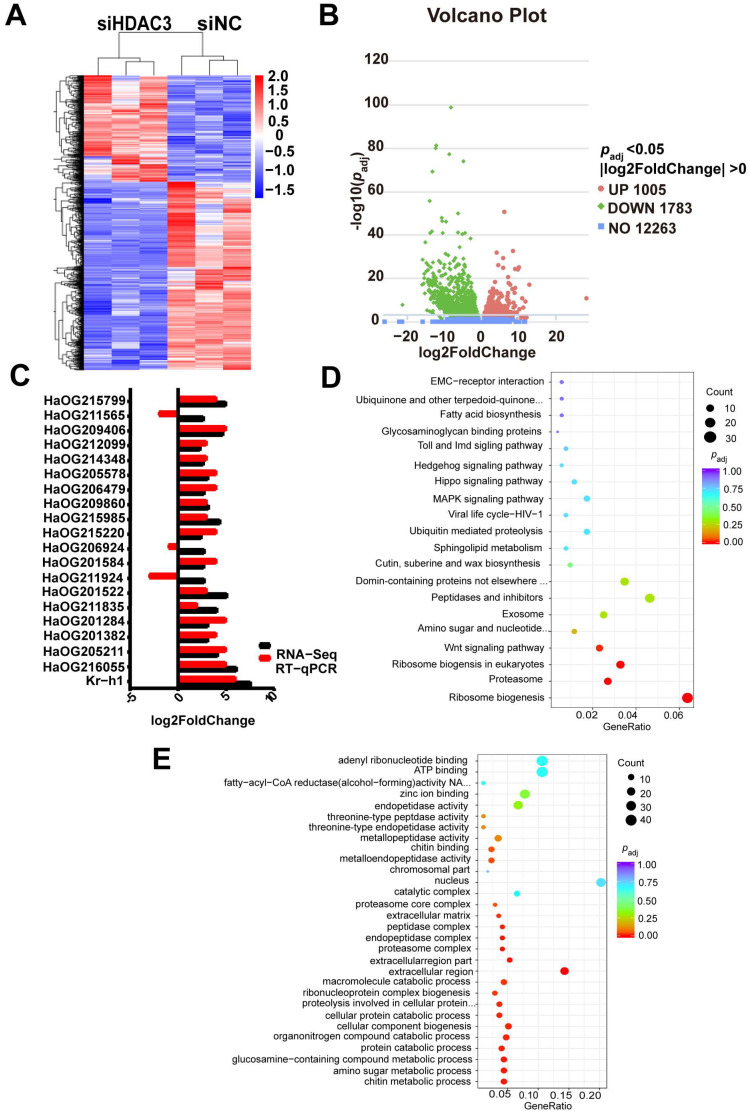
*HDAC3* knockdown affects the transcription of multiple pathway−related genes in *H. armigera*. (**A**) Heatmap of the RNA-seq normalized mean expression of 2788 differentially expressed genes (≥two-fold change; *p* < 0.05) between siNC−and siHDAC3−treated larvae. (**B**) Volcano plot of differentially expressed genes following *HDAC3* knockdown. *Y*-axis: −log10 P; *X*-axis: log2 fold change of mean normalized expression. (**C**) RT-qPCR verified gene expression pattern of 20 up-regulated DEGs of the RNA-seq data (Table S2). (**D**) The top 20 KEGG pathways enriched with DEGs. The *x*-axis represents GeneRatio. The specific pathway names were shown as following: ECM−receptor interaction, Ubiquinone and other terpenoid−quinone biosynthesis, Fatty acid biosynthesis, Glycosaminoglycan binding proteins, Toll and Imd signaling pathway, Hedgehog signaling pathway, Hippo signaling pathway, MAPK signaling pathway, Viral life cycle−HIV−1, Ubiquitin mediated proteolysis, Sphingolipid metabolism, Cutin, suberine and Wax biosynthesis, Domain-containing proteins not elsewhere classified, Peptidases and inhibitors, Exosome, Amino sugar and nucleotide sugar metabolism, Wnt signaling pathway, Ribosome biogenesis in eukaryotes, Proteasome, Ribosome biogenesis. (**E**) GO enrichment analysis of DEGs obtained from the comparison of siHDAC3 and siNA group of *H. armigera* larvae.

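Fig. 5A states a change of at least 2-fold at p under 0.05, and Fig. 5B an adjusted p under 0.05 with any change. In the fit of log2(FPKM + 1) with limma, a change of at least 2-fold on that scale left 415 higher and 1201 lower genes of those called at an adjusted p under 0.05. With an unadjusted p under 0.05 and at least 2-fold, 811 genes were higher and 1776 lower, 2587 in all. An adjusted p under 0.01 left 90 higher and 529 lower.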

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232314820/s1.

How the deposited data were processed for this re-analysis (not part of the article)

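RNA from whole *H. armigera* larvae injected as newly molted 6th instar larvae with siNC or siHDAC3 was sequenced, with 3 libraries per group. Groups and replicate numbers were taken from the sample labels and the paper. The columns of the deposited table carry the abbreviations CK and siHA5. They were assigned to siNC and siHDAC3 because these are the 2 groups of the series and the paper selected siRNA-5 for injection. In Fig. 3, CK is the label of the control larvae fed without inhibitor, so the column names alone leave the assignment of CK uncertain. It rests on the sample labels and on Fig. 5C. There, the log2 ratios of siHA5 to CK lie within 0.15 of the RNA-seq bars, read by eye, for 17 of 19 genes, with 2 outside. Fig. 5 compares siNC with siHDAC3, so this argues against a diet control in these columns. The replicate numbers are those of the column names. No column of values was left without a sample.

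The authors deposited 1 FPKM value per gene and library, together with gene length and position. The paper names the library kit, the sequencing company and the tools for GO and KEGG terms. The aligner, the counting tool, the genome build and the test behind the called genes are not given in the sources used here. The values were not pooled over replicates. Because FPKM multiplied by gene length was a whole multiple of 1 step per library, the fragments per gene and the divisor of each library were worked out. All values above 0 came out within 0.1 of a whole fragment. The divisors differ from the summed fragments, so the deposited FPKM carry a scaling between libraries made by the authors. The median over genes of the ratio to the gene's geometric mean, taken over the 10343 genes above 0 in all libraries, was between 1.01 and 1.02 in every library. The deposited scaling is therefore close to a median-of-ratios scaling.

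From there, genes with at least 0.5 FPKM in at least 3 of the 6 libraries were kept, and log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, with a variance trend and Benjamini-Hochberg adjustment. FPKM values are not counts, so no count model was the main test. Alternatives were other pseudocounts (0.1 and 0.5), other filters on low values, scaling to the sum of each library, median-of-ratios scaling, quantile normalization, other variance models, library weights, the replicate number as a block, each library left out in turn, and other thresholds. These, the main test and the rule for named genes were fixed before the data were examined. Afterwards, 2 fits of limma voom on the recovered fragments were added. In the fits of log2(FPKM + 1), scaling to the sum used the sum of FPKM, while voom with summed library sizes used the sum of fragments.

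The depth was between 10084667 and 12389053 fragments on genes per library. The procedure was tested on simulated data with the deposited divisors and 3 libraries per group. Each gene was given the median spread of genes at its expression level, so the widest spreads of the real libraries were left out. Changes were drawn with as many rises as falls. The procedure ran on 11578 genes, of which 196 had a known change. It called 82.1% of these in the right direction, 69.1% of those changed by 2 and 94.9% of those changed by 4 on the log2 scale, and it called 10 unchanged genes. The fragments were recovered exactly for all simulated values. The shares of calls hold for this simulated setting and do not measure power or false calls in the real libraries.

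The rule for named genes covered the histone deacetylases, the genes named by the paper, the identifiers labelled in Fig. 5C, the called genes with the largest changes among those whose libraries did not overlap and whose higher group had a mean of at least 10 FPKM, and the leading genes of families chosen by gene description. The deposited table pairs no identifier with a name or description, and 1 of 18203 identifiers matched the reference gene table used here (assembly ASM3070526v1). HDAC3, Kr-h1, Br-C, E78 and the families, with the planned tests of over-representation and of shift, were therefore not analyzed here, and neither were the KEGG and GO terms of the paper. The list of largest changes was planned with 5 genes in each direction and was shortened to 2, because the identifiers were not matched to names here. Values shown in Fig. 5C had been seen before the rule was written.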

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

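The comparison of depth for genes without a siNC fragment and the test of the nearest gene were set out after the patterns they concern had been seen.

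Among the transcripts outside the annotation, 667 were tested, and 17 were called higher in siHDAC3 larvae by limma at an adjusted p under 0.05, with 34 called lower. The paper does not report on these transcripts. The log2 change of the 17 was between 0.87 and 2.26, with a median of 1.53. The number rests on single libraries. It was 8, 11 and 3 without siNC replicate 1, 2 and 3, and 13, 25 and 5 without siHDAC3 replicate 1, 2 and 3. Of these, 8, 8 and 2 were among the 17 without siNC replicate 1, 2 and 3. Without siHDAC3 replicate 1, 2 and 3, 8, 10 and 3 were, so the set itself also changed. The number of transcripts called higher also moved with scaling, to 53 with quantile normalization and 130 with each library scaled to its sum. Both scalings raise the median of all tested genes. One technical explanation is that these transcripts are parts of neighbouring genes that were called themselves. Of the 17, 4 (23.5%) had an annotated gene called higher within 5000 bases. Among all 667 tested transcripts of this kind, 22 had such a gene, a much smaller share. This excess goes with the explanation for a part of the 17. Only 10 of the 17 had a tested gene within 5000 bases, so the others could not have a called one there. For those others, the nearest tested gene looked at next lies farther away. A gene may also have missed the threshold, so the nearest tested annotated gene on the scaffold was looked at for all 17. It did not rise for 8 of them, and for between 6 and 9 with 1 library left out, while it rose by at least 1 on the log2 scale for 4. The tables thus argue against parts of the nearest gene as the source of the whole set. For the transcripts whose nearest gene rose, or with a called gene within 5000 bases, this stays open. Reads shared with near-identical genes and reads from another organism were not tested, since no sequences were used here, and an effect of the knockdown on these transcripts also stays open.

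In 6 genes, no siNC library held a fragment while every siHDAC3 library held at least 10. This is a signal above the control libraries. The genes were not matched to names here, so it is not known whether the paper discusses any of them. The genes lie on 6 scaffolds. A total of 0 fragments in siNC allows up to 3 in the group, so these genes were at least 11.1-fold to 808-fold higher in siHDAC3 with the deposited divisors. The siHDAC3 libraries held from 11 to 3057 fragments of these genes. With a library left out, which makes the rule easier to meet, such genes numbered 13, 16 and 12 without siNC replicate 1, 2 and 3, and 32, 27 and 7 without siHDAC3 replicate 1, 2 and 3. Of the 6 genes, 5 passed the filter on low values, and 3 were called higher by limma at an adjusted p under 0.05. A difference in depth alone is argued against. The largest ratio between 2 libraries was 1.23 by fragments on genes and 2.17 by the deposited divisors, while these genes held at least 18.7 times the 3 fragments allowed in siNC. The choice of genes itself sets this limit to at least 10. The limits above cover counting error only, not differences between larvae. Reads shared between paralogs and reads from another organism were not tested. An effect of the knockdown, or of a difference in developmental timing between groups, stays open and was not tested.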

How the results depend on the processing

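The 2 fits of limma voom on recovered fragments were chosen after the data had been seen. More genes were called lower than higher with the deposited values under every variance model, pseudocount, filter and threshold, with median-of-ratios scaling, with library weights and with any library left out. The split moved with the scaling between libraries. With quantile normalization, 1008 genes were higher and 1017 lower. With each library scaled to its sum, 2879 were higher and 929 lower, and voom on fragments with summed library sizes gave 2668 higher and 769 lower. The alternative's construction shows the cause here, since these scalings raise the median log2 change of all tested genes. It went from -0.02 to 0.27 and 0.72 in the fits of log2(FPKM + 1). Between voom with the deposited divisors and voom with summed library sizes it went from -0.04 to 0.90. Voom with the deposited divisors gave 322 higher and 989 lower.

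Library weights raised the numbers to 1076 higher and 1850 lower, and the cause was not tested. Stricter and looser thresholds changed them by construction. An unadjusted p under 0.05 with at least 2-fold gave 811 higher genes, and an adjusted p under 0.01 gave 90 higher and 529 lower. Without a filter on low values, 312 were higher and 1003 lower of 15523 genes.

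With 1 library left out, from 125 to 418 genes were higher and from 663 to 1089 lower, where fewer libraries also give less power. The number of higher genes moved by more than 1.5 times without siNC replicate 1 (204), siNC replicate 2 (269), siNC replicate 3 (125) and siHDAC3 replicate 3 (167). The number of lower genes did so without siNC replicate 3 (663) and siHDAC3 replicate 3 (689). Of the 125 genes called higher without siNC replicate 3, 120 were among the 448. Without siNC replicate 1 and 2, 179 of 204 and 233 of 269 were. The overlap was smaller without siHDAC3 replicate 1 and 2, with 239 of 357 and 293 of 418. Without siHDAC3 replicate 3 it was 149 of 167.

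The replicate numbers do not pair the libraries. The deviations from the group means of libraries with the same number had correlations across genes of -0.0752, 0.0705 and -0.0108. With the replicate block, 177 genes were higher and 853 lower, a share of 17.2% higher, and 14 of the Fig. 5C genes were called.

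Among the 19 genes labelled in Fig. 5C, the number called higher was 17 and stayed between 13 and 18 under all alternatives. The lowest correlation within groups minus the highest between groups was 0.0482. It was 0.0577 with Pearson correlation of log2(FPKM + 1), 0.0161 without the filter, and between 0.0482 and 0.147 with 1 library left out. It moved by more than the SD of the correlations within groups without siNC replicate 2 (0.106), siHDAC3 replicate 1 (0.1003) and siHDAC3 replicate 2 (0.147), where the pairs of the library left out no longer count.

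Of the 22 named genes that were tested, 16 kept their side of the threshold in every refit set before the data were seen. Over 374 values from these refits, 19 were no longer past the threshold, 8 were newly past it and 347 were on the same side. The 8 belong to HaOG215799. Depth limits what can be said of genes near 0. One fragment on a gene of 1 kilobase equals 0.0596 to 0.129 FPKM.

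The tests of HDAC3, Kr-h1, Br-C, E78 and of the gene families, with their alternatives, were not run, because identifiers were not matched to names here.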

Differences from the paper's values

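The paper's text reports 1005 upregulated genes, and 448 were called higher here. Of the 20 alternatives set before the data were examined, 3 lie within 1.5 times of the paper's value, namely quantile normalization (1008), library weights (1076) and an unadjusted p under 0.05 with at least 2-fold (811). The other 17 do not.

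In the legend of Fig. 5, the paper's total of differentially expressed genes is 2788, and 1680 were called here. Within 1.5 times are an FPKM of at least 1 in all libraries of a group (1879), scaling to the sum (3808), quantile normalization (2025), library weights (2926) and an unadjusted p under 0.05 with at least 2-fold (2587). The other 15 are not. Voom on fragments with summed library sizes, chosen after seeing the values, gave 3437, and it called 17 of the 19 genes of Fig. 5C that the paper gives as upregulated. The number of lower genes, 1232, lies within 1.5 times of the paper's 1783, but 11 of the 20 alternatives do not, with 663 without siNC replicate 3 and 689 without siHDAC3 replicate 3.

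The RNA-seq bars of Fig. 5C were compared with the log2 ratio of group mean FPKM. For 17 of the 19 genes labelled by identifier, the 2 values lie within 0.15 of each other, a tolerance chosen after the differences had been seen. For HaOG201584, the bar stands at about 2.8 in Fig. 5C, read by eye, and the value here is 1.62. Filters, variance models, library weights, the replicate block and thresholds cannot change this ratio, so they do not test it. Among the alternatives that can change it, scaling to the sum (2.58) is within the spread between replicates, and the others are not. For HaOG201382, the bar stands at about 3.2 in Fig. 5C, read by eye, and the value here is 1.29. All alternatives that can change this ratio differ from the bar, with values from 1.14 to 2.25.

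The paper gives all genes of Fig. 5C as upregulated, and 17 of the 19 with an identifier were called higher here. HaOG215799, with a log2 change of 2.31, was not called (adjusted p = 0.0535 from limma, range over its alternatives 0.016 to 0.15). It was called with pseudocounts of 0.1 and 0.5, with an FPKM of at least 1 in all libraries of a group, with scaling to the sum, with quantile normalization, with library weights, with siHDAC3 replicate 1 or 2 left out, and at an unadjusted p under 0.05. HaOG216055 was not tested because of the filter on low values. Without that filter it was not called (log2 change 2.17, adjusted p = 0.169 from limma).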

Other observations

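The tests of the authors' scaling (that on genes without a fragment included), of the library sums and of the choice of abundant genes were set out after their results had been seen, and those of gene length, of depth and of neighbouring genes after first counts of the same patterns had been seen, as was that of low values. Only the tests by dividing the libraries and of 1 deviating library were set out before.

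Of the 10 ways to divide the 6 libraries into 3 and 3, 1, the real one, gave as many as 1680 called genes, and the other 9 gave 0. With 10 divisions the share cannot fall under 0.1, so chance cannot be excluded at the usual level by this count.

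More genes were called lower than higher in siHDAC3. The authors' scaling between libraries is a candidate explanation that cannot be told apart. With each library scaled to its own sum, 75.6% of called genes were higher, but this shifts all genes together, with a median log2 change of 0.72, and so decides nothing, and a median-of-ratios scaling gave 27.3%. No scaling changes a gene without a fragment. There were 129 such genes in siHDAC3 and 6 in siNC with at least 10 fragments in every library of the other group, a ratio of 21.5, and between 6.00 and 22.3 with 1 library left out. Scaling is argued against for these genes. With each library scaled to its sum, 868 of the 1232 lower genes were still called lower, although this scaling raises all genes. It is therefore argued against for those 868 as well. All 448 higher genes stayed higher, but a shift of all genes upward does not test them. Scaling stays open for the remaining called genes and for the split between higher and lower genes. Gene length is argued against as the cause. Lower genes outnumbered higher genes in the shortest, middle and longest of 3 length classes of the tested genes, with 444 against 120, 437 against 153 and 351 against 175, the last a ratio of 2.01, and by at least 1.93 to 1 in any class with any library left out. Under scaling to the sum, the median gene is higher in siHDAC3, and a few abundant genes may take part in this. With the 100 most abundant genes left out of the sums, the median log2 change was 0.41, and between 0.34 and 0.50 with 1 library left out. With no gene left out, this calculation gave 0.73, while the separate fit with sum scaling above gave 0.72. The abundant genes are thus argued against as the whole cause. Which scaling follows the RNA content of the larvae stays open, since no standard of known amount was analysed here.

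The 50 genes with the highest mean FPKM in siNC took from 35.6% to 41.7% of the fragments of the siNC libraries, and 8.44%, 22.5% and 13.4% of those of siHDAC3 replicates 1, 2 and 3. Of these genes, 30 were called lower and 0 higher (limma), 26 fell by at least 16-fold on the log2(FPKM + 1) scale, and the median log2 change was -4.46, between -4.98 and -3.74 with 1 library left out. The authors' scaling is argued against as the cause, because the median was -3.55 with each library scaled to its sum. Choosing genes by their siNC level would also lower them, but the 50 most abundant genes of siHDAC3 had a median log2 change of -0.32 and not a rise of that size. With quantile normalization the 2 medians were -3.07 and 0.66. The libraries were made from whole insects, so a different share of a tissue, a different developmental time at collection and an effect of the knockdown on these genes all stay open and were not tested.

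At least 10 fragments in every siNC library and none in any siHDAC3 library were found for 129 genes on 83 scaffolds. Of these, 125 were tested and 108 called lower. The siHDAC3 libraries held fewer fragments, with a median of 10442400 against 11970426. A difference in depth alone is argued against, since the largest ratio between 2 libraries was 1.23 by fragments and 2.17 by the deposited divisors, while these genes held at least 14.3 times the 3 fragments allowed in siHDAC3. The choice of genes itself sets this limit to at least 10, and it covers counting error only, not differences between larvae. Reads shared between paralogs were not tested, and a biological difference between the groups stays open.

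Called genes lay next to genes called in the same direction more often than shuffled calls. Among 10316 pairs of neighbouring tested genes on a scaffold, both were lower in 259 and both higher in 40, and they went in opposite directions in 56. In 2000 shuffles of the calls within 10 classes of expression level, the medians were 130, 17 and 96, and no shuffle gave more than 165 pairs of lower genes or 33 pairs of higher genes. The expression level of the called genes is therefore argued against as the cause. Overlapping gene models are argued against too, since among the 7432 pairs at least 1000 bases apart both genes were lower in 206, against at most 123 in any shuffle. With fewer libraries fewer genes are called. Pairs of lower genes then numbered 189, 232 and 117 without siNC replicate 1, 2 and 3, against at most 102, 129 and 57 in 500 shuffles. Without siHDAC3 replicate 1, 2 and 3 they numbered 166, 194 and 117, against at most 99, 132 and 58. Pairs of higher genes numbered 16, 24 and 8 without siNC replicate 1, 2 and 3, against at most 10, 14 and 5, and 34, 47 and 12 without siHDAC3 replicate 1, 2 and 3, against at most 20, 28 and 8. Neighbouring copies of one gene that share reads, or that are regulated together, were not tested apart, because no sequences or gene families were used here.

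In 235 tested genes the siHDAC3 libraries spanned at least 16-fold on the log2(FPKM + 1) scale, against 157 genes in siNC. One deviating library could give such a spread. The library farthest from the middle one was siHDAC3 replicate 1 in 125 (53.2%) of the 235 genes, replicate 2 in 68 and replicate 3 in 42. One library is thus argued against as the source of all 235. Replicate 1 alone could still account for the excess over the 157 genes of siNC, so this stays open. Counting noise at low values is argued against. A span of 16-fold on this scale itself needs a high value in 1 library, and the highest siHDAC3 library of each of the 235 genes held at least 72 fragments, with a median of 1098. A difference in the response of single larvae or in developmental time was not tested.

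Fig. 5C shows RT-qPCR bars below 0 for HaOG211565, HaOG206924 and HaOG211924. In the RNA-seq libraries these genes had log2 changes of 1.33, 2.72 and 2.63 (standard errors 0.23, 0.33 and 0.27, adjusted p of 0.0136, 0.00348 and 0.0022 from limma), and all 3 siHDAC3 libraries lay above all 3 siNC libraries.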
